# Vorasidenib and ivosidenib in IDH1-mutant low-grade glioma: a randomized, perioperative phase 1 trial

**DOI:** 10.1038/s41591-022-02141-2

**Published:** 2023-02-23

**Authors:** Ingo K. Mellinghoff, Min Lu, Patrick Y. Wen, Jennie W. Taylor, Elizabeth A. Maher, Isabel Arrillaga-Romany, Katherine B. Peters, Benjamin M. Ellingson, Marc K. Rosenblum, Saewon Chun, Kha Le, Ania Tassinari, Sung Choe, Youssef Toubouti, Steven Schoenfeld, Shuchi S. Pandya, Islam Hassan, Lori Steelman, Jennifer L. Clarke, Timothy F. Cloughesy

**Keywords:** CNS cancer, Drug development

## Abstract

Vorasidenib and ivosidenib inhibit mutant forms of isocitrate dehydrogenase (mIDH) and have shown preliminary clinical activity against m*IDH* glioma. We evaluated both agents in a perioperative phase 1 trial to explore the mechanism of action in recurrent low-grade glioma (IGG) and select a molecule for phase 3 testing. Primary end-point was concentration of d-2-hydroxyglutarate (2-HG), the metabolic product of mIDH enzymes, measured in tumor tissue from 49 patients with m*IDH1*-R132H nonenhancing gliomas following randomized treatment with vorasidenib (50 mg or 10 mg once daily, q.d.), ivosidenib (500 mg q.d. or 250 mg twice daily) or no treatment before surgery. Tumor 2-HG concentrations were reduced by 92.6% (95% credible interval (CrI), 76.1–97.6) and 91.1% (95% CrI, 72.0–97.0) in patients treated with vorasidenib 50 mg q.d. and ivosidenib 500 mg q.d., respectively. Both agents were well tolerated and follow-up is ongoing. In exploratory analyses, 2-HG reduction was associated with increased DNA 5-hydroxymethylcytosine, reversal of ‘proneural’ and ‘stemness’ gene expression signatures, decreased tumor cell proliferation and immune cell activation. Vorasidenib, which showed brain penetrance and more consistent 2-HG suppression than ivosidenib, was advanced to phase 3 testing in patients with m*IDH* LGGs. Funded by Agios Pharmaceuticals, Inc. and Servier Pharmaceuticals LLC; ClinicalTrials.gov number NCT03343197.

## Abstract (web summary)

The dual IDH1/IDH2 inhibitor vorasidenib exhibited better brain permeability and target engagement than ivosidenib in a pilot perioperative randomized clinical trial in patients with IDH1-mutant glioma.

## Main

Gliomas are a heterogeneous group of primary brain tumors that are associated with diffuse brain infiltration and premature death^1,2^. Central nervous system (CNS) World Health Organization (WHO) grade 2 and 3 gliomas initially grow at a slower rate than glioblastomas (CNS WHO grade 4) but later transform into aggressive tumors with neovascularization and contrast enhancement on magnetic resonance imaging (MRI)^1,3–5^. Diffuse gliomas in adults cannot be cured by surgery, radiation or chemotherapy and are associated with considerable disease- and treatment-associated morbidity^1,6^. There is an unmet need for new therapeutic options with favorable safety profiles and the potential for longer treatment duration^1,6^.

Most LGGs in adults harbor mutations in the genes encoding the metabolic enzyme IDH1 or, rarely, IDH2 (refs. ^1,7^). Cancer-associated mutations confer the enzyme with the neomorphic ability to catalyze the production of 2-HG^8,9^. 2-HG accumulates in tumor tissue and inhibits 2-oxoglutarate-dependent enzymes, a family of enzymes that includes the TET family of 5-methylcytosine (5mC) hydroxylases, the JmjC family of histone demethylases and many other enzymes controlling a wide range of cellular functions^10^. Compared with gliomas without *IDH* mutations, m*IDH* gliomas follow a distinct molecular pathogenesis, with a characteristic pattern of genomic and epigenetic alterations^11–14^.

Small-molecule inhibitors of mIDH enzymes have emerged as a new strategy for the treatment of m*IDH* cancers. Ivosidenib, an inhibitor of the mIDH1 enzyme, is approved for the treatment of subsets of m*IDH1* acute myeloid leukemias and previously treated, locally advanced/metastatic cholangiocarcinomas, and has shown preliminary antitumor activity in patients with m*IDH1* glioma and chondrosarcoma^15–17^. Vorasidenib, a dual inhibitor of mIDH1 and mIDH2 enzymes, was designed for improved penetrance of the blood–brain barrier and has also shown preliminary antitumor activity in patients with m*IDH* glioma^18,19^. Before advancing ivosidenib or vorasidenib to randomized phase 3 evaluation, we conducted the current perioperative study to document inhibition of the mIDH enzyme and mIDH pathway-related pharmacodynamic (PD) effects in on-treatment tumor biopsies in a side-by-side evaluation of both agents. We examined two different dosing schedules for each agent to identify the optimal biological dose in patients with m*IDH1* glioma.

## Results

### Patient characteristics

Patients were assessed for eligibility between March 2018 and April 2019 across seven sites in the USA. Enrollment was completed in April 2019 and follow-up of the study remains ongoing. As of 29 April 2020 (analysis cutoff date), 49 patients overall were randomized before surgery. Patients in cohort 1 were randomized in a 2:2:1 ratio to ivosidenib 500 mg q.d., vorasidenib 50 mg q.d. or no treatment before surgery. After documenting inhibition of the m*IDH1* enzyme in cohort 1, cohort 2 was opened to test alternative dose regimens and patients were randomized 1:1 to ivosidenib 250 mg twice daily (b.i.d.) or vorasidenib 10 mg q.d. Treated patients received 28 (+7) d of drug up to and including the day of surgery. All patients had the option to receive postoperative treatment until disease progression or unacceptable toxicity (Fig. 1). Intra-patient dose escalation was permitted per protocol. Tumor and blood samples were collected and analyzed per protocol. On-treatment tumor tissue was compared with tumor tissue from a previous surgery whenever possible (Extended Data Fig. 1).

**Fig. 1:**
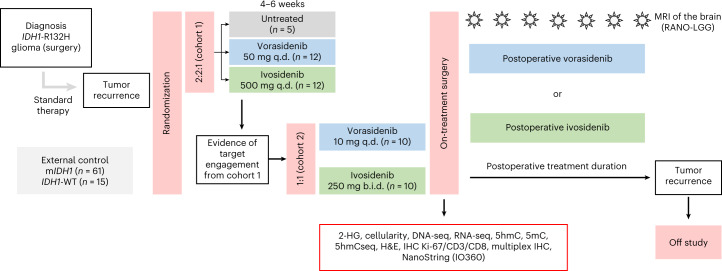
Study design. An overview of the study design is shown. All patients could opt to receive the study drug postoperatively. After surgery, patients in the untreated control group were re-randomized 1:1 to either vorasidenib 50 mg q.d. or ivosidenib 500 mg q.d. Based on the PD and pharmacokinetic results of cohort 1, alternative dose regimens of vorasidenib and/or ivosidenib were to be tested in cohort 2.

Overall, 24 patients received at least one dose of vorasidenib and 25 patients received at least one dose of ivosidenib. Patients who had been randomized to the control arm before surgery were re-randomized after surgery to either vorasidenib 50 mg q.d. (*n* = 2) or ivosidenib 500 mg q.d. (*n* = 3) (Extended Data Fig. 2). At the time of the analysis cutoff date, 17 (70.8%) patients remained on vorasidenib treatment. Five (20.8%) patients discontinued vorasidenib owing to disease progression and two (8.3%) discontinued per investigator decision; 15 (60.0%) patients remained on ivosidenib treatment, three (12.0%) did not continue ivosidenib postoperatively, six (24.0%) discontinued ivosidenib owing to disease progression and one (4.0%) discontinued owing to an adverse event (AE).

Demographic and baseline characteristics were similar for the vorasidenib and ivosidenib cohorts (Table 1). Most patients had WHO grade 2 tumors (43 of 49; 87.8%) based on the most recent pathology before screening. All patients had at least one previous surgery; 24 (49.0%) received previous systemic therapy and 14 (28.6%) received previous radiation therapy.

**Table 1:** Demographic and baseline characteristics

	Vorasidenib			Ivosidenib		
	50 mg q.d. (*n* = 14)^a^	10 mg q.d. (*n* = 10)	Total (*n* = 24)	500 mg q.d. (*n* = 15)^b^	250 mg b.i.d. (*n* = 10)	Total (*n* = 25)
Median (range) age (years)	48.5 (31–61)	49.5 (34–75)	49 (31–75)	37 (24–57)	40.5 (19–66)	37 (19–66)
Male/female, *n* (%)	10 (71.4)/4 (28.6)	6 (60.0)/4 (40.0)	16 (66.7)/8 (33.3)	10 (66.7)/5 (33.3)	7 (70.0)/3 (30.0)	17 (68.0)/8 (32.0)
KPS score at baseline, *n* (%)						
100%	4 (28.6)	4 (40.0)	8 (33.3)	7 (46.7)	4 (40.0)	11 (44.0)
90%	8 (57.1)	5 (50.0)	13 (54.2)	7 (46.7)	5 (50.0)	12 (48.0)
80%	2 (14.3)	1 (10.0)	3 (12.5)	1 (6.7)	–	1 (4.0)
Missing	–	–	–	–	1 (10.0)	1 (4.0)
WHO tumor grade at screening, *n* (%)						
Grade 2	13 (92.9)	9 (90.0)	22 (91.7)	13 (86.7)	8 (80.0)	21 (84.0)
Grade 3	1 (7.1)	1 (10.0)	2 (8.3)	2 (13.3)	2 (20.0)	4 (16.0)
Histological subtype, *n* (%)						
Oligodendroglioma	8 (57.1)	5 (50.0)	13 (54.2)	8 (53.3)	4 (40.0)	12 (48.0)
Astrocytoma	6 (42.9)	5 (50.0)	11 (45.8)	6 (40.0)	5 (50.0)	11 (44.0)
Anaplastic oligodendroglioma	–	–	–	1 (6.7)	–	1 (4.0)
Anaplastic oligoastrocytoma	–	–	–	–	1 (10.0)	1 (4.0)
1p19q status (if known), *n* (%)						
Intact^c^	5 (35.7)	5 (50.0)	10 (41.7)	5 (33.3)	4 (40.0)	9 (36.0)
Codeleted	8 (57.1)	4 (40.0)	12 (50.0)	8 (53.3)	5 (50.0)	13 (52.0)
Not determined	1 (7.1)	1 (10.0)	2 (8.3)	2 (13.3)	1 (10.0)	3 (12.0)
Previous surgery, *n* (%)	14 (100)	10 (100)	24 (100)	15 (100)	10 (100)	25 (100)
Previous radiation therapy, *n* (%)	4 (28.6)	3 (30.0)	7 (29.2)	5 (33.3)	2 (20.0)	7 (28.0)
Previous systemic therapy, *n* (%)	6 (42.9)	4 (40.0)	10 (41.7)	9 (60.0)	5 (50.0)	14 (56.0)

KPS, Karnofsky performance status.

^a^Includes two patients who were assigned to the control arm before surgery.

^b^Includes three patients who were assigned to the control arm before surgery.

^c^Includes patients with no 1p19q codeletion, 1p deletion only or 19q deletion only.

### Tumor 2-HG and drug concentrations

Tumors from 40 of 49 patients, including all five untreated patients, were included in the tissue analyses. Nine patients were excluded from the tissue analysis because they did not have enough remaining tissue (*n* = 2), m*IDH1* was not confirmed in resected tissue (*n* = 3) or they received incorrect drug doses before surgery (*n* = 4).

In the external control group of archival tumors, the mean (s.d.) tumor 2-HG concentration was 3.7 (3.1) µg g^−1^ in wild-type (WT) *IDH* gliomas and 276.8 (231.4) µg g^−1^ in m*IDH1* gliomas. The mean (s.d.) tumor 2-HG concentration in patients who did not receive study treatment before surgery (untreated controls) was 154.9 (146.9) µg g^−1^. Mean (s.d.) tumor 2-HG concentrations in patients who received treatment before surgery were 8.9 (4.1) µg g^−1^ (vorasidenib 50 mg q.d.), 67.5 (65.4) µg g^−1^ (vorasidenib 10 mg q.d.), 20.9 (30.7) µg g^−1^ (ivosidenib 500 mg q.d.) and 16.8 (18.1) µg g^−1^ (ivosidenib 250 mg b.i.d.) (Fig. 2a).

**Fig. 2:**
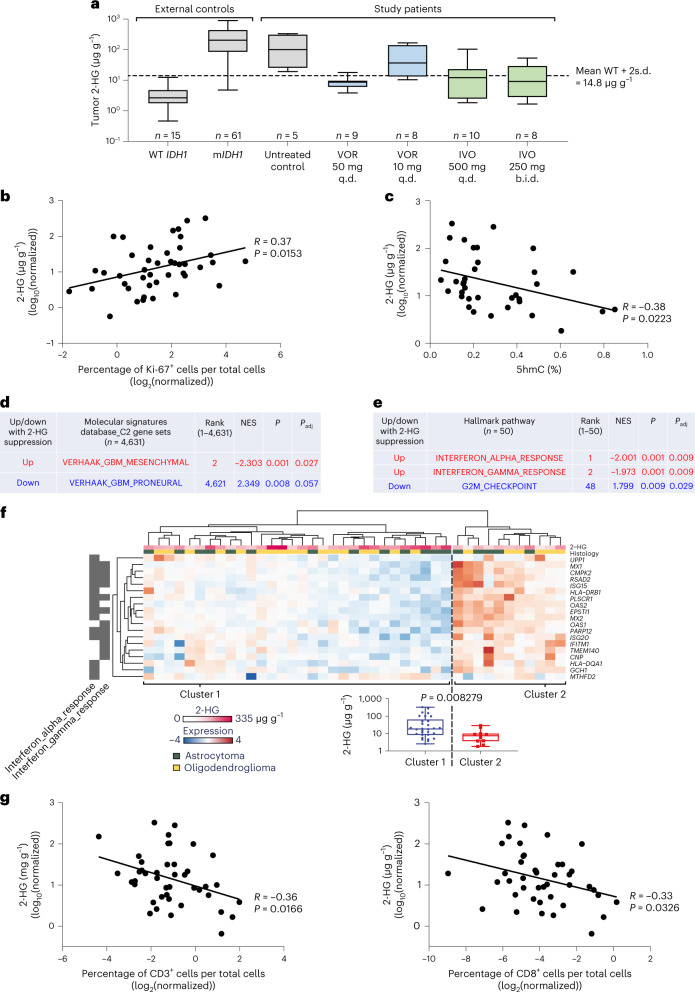
Tumor 2-HG concentration and associated molecular changes. **a**, 2-HG concentrations in external control and evaluable on-study resected tumor samples. Horizontal lines denote median values; boxes denote the 25th to 75th percentiles and the whiskers go from the smallest to the largest values. Colors indicate dose cohorts represented in Fig. 1. **b**, The percentage of Ki-67^+^ cells from on-treatment tumor samples in association with 2-HG. **c**, Levels of DNA hydroxymethylation from on-treatment tumor samples in association with 2-HG. The percentage of 5hmC was calculated as the ratio 5hmC:cytosine. **d**,**e**, Modulation of selected molecular pathways on 2-HG suppression. *P* values are adjusted for multiplicity as described in Methods. **f**, An unsupervised clustering of 2-HG–associated genes in the IFN-α/γ response pathways. Box plot: the horizontal lines denote median values, the boxes denote 25th to 75th percentiles and the whiskers go from the smallest to the largest values (*n* = 30 for cluster 1 and *n* = 11 for cluster 2; two-sided *P* value generated with Student’s *t*-test). **g**, The densities of CD3^+^ and CD8^+^ T cells from on-treatment tumor samples in association with 2-HG. For **b**, **c** and **g**, two-sided *P* values are simple linear regressions. IVO, ivosidenib; VOR, vorasidenib.

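The clustering of Fig. 2f was repeated on the counts of 41 tumors with the 19 genes named in the figure, after the paper's methods (z-scored VST values, Euclidean distance, complete linkage). The topmost split separated 5 tumors with high expression of these genes, at a mean z-score of 1.35, from 36 tumors at a mean of -0.188. Of the 5 tumors, 1 was labelled ivosidenib and 4 vorasidenib, a division that did not differ from that of the other tumors by Fisher's exact test (two-sided p = 0.184). On log2(TPM + 1) the smaller cluster held 0 tumors labelled ivosidenib and 4 labelled vorasidenib, and the same exact test gave an uncorrected two-sided p of 0.0478, the only one under 0.05 among 8 settings. It was 1 with Ward linkage and on the type I IFN list, 0.215 with a distance of 1 minus Pearson's r and 0.184 in the others. The paper drew these genes from the IFN-α/γ response pathways, so their IFN membership follows from that choice and is not a finding about the split. Of the 19, 12 belong to the list of type I IFN-stimulated genes fixed before the data were examined. Among the 12 were RSAD2, an antiviral enzyme, at 4.02 ± 3.17 CPM (SD, n = 41), OAS2, an activator of RNA decay, at 20.8 ± 16.8 CPM, and ISG15, a ubiquitin-like protein, at 10.9 ± 12.8 CPM. Of the genes outside that list, HLA-DRB1, an MHC class II chain whose alleles differ between people and whose reads can be shared with related HLA genes, averaged 53.3 ± 87.7 CPM, and GCH1, an enzyme of pterin synthesis, 2.18 ± 1.03 CPM. With MTHFD2 left out, the smaller cluster held 4 tumors, and with any other single gene left out it held 5. The number depended on the distance and linkage. The smaller cluster held 17 tumors with Ward linkage and 18 with a distance of 1 minus Pearson's r. On the 50 type I IFN-stimulated genes, complete linkage separated 10 tumors from 31.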

The posterior mean percentage reduction in tumor 2-HG relative to the combined data from all untreated control tumors was 92.6% (95% CrI, 76.1–97.6) with vorasidenib 50 mg q.d. and 91.1% (95% CrI, 72.0–97.0) with ivosidenib 500 mg q.d., respectively. Correction of tumor 2-HG concentrations for tumor cellularity (‘normalized 2-HG’) reduced the variability in each treatment cohort (Extended Data Fig. 3).

Tumor concentrations of vorasidenib and ivosidenib were well above the reported half-maximal inhibitory concentration (IC_50_) for inhibition of the m*IDH1*-R132H allele for vorasidenib and ivosidenib, respectively^18,20^. Tumor:plasma ratios were considerably higher for vorasidenib than for ivosidenib (Supplementary Table 1).

### Safety

All patients proceeded to surgery as planned without any treatment-related delays. Both drugs were well tolerated. AEs were similar to previous studies of these agents and are listed in Table 2. Treatment-emergent AEs are listed in Supplementary Table 2.

**Table 2:** Adverse events

Event, *n* (%)	All grades^a^			Grade 3 and higher^a^		
Vorasidenib	Overall (*n* = 24)	10 mg q.d. (*n* = 10)	50 mg q.d. (*n* = 14)	Overall (*n* = 24)	10 mg q.d. (*n* = 10)	50 mg q.d. (*n* = 14)
Patients with ≥1 AE, *n (*%)	24 (100)	10 (100)	14 (100)	7 (29.2)	2 (20.0)	5 (35.7)
Most common AEs among vorasidenib-treated patients, *n* (%)^a^						
Nausea	10 (41.7)	5 (50.0)	5 (35.7)	0	0	0
Headache	10 (41.7)	5 (50.0)	5 (35.7)	0	0	0
Diarrhea	7 (29.2)	2 (20.0)	5 (35.7)	0	0	0
Fatigue	7 (29.2)	3 (30.0)	4 (28.6)	0	0	0
Alanine aminotransferase increased	5 (20.8)	0	5 (35.7)	1 (4.2)	0	1 (7.1)
Constipation	5 (20.8)	2 (20.0)	3 (21.4)	0	0	0
Insomnia	5 (20.8)	3 (30.0)	2 (14.3)	0	0	0
Aspartate aminotransferase increased	4 (16.7)	1 (10.0)	3 (21.4)	0	0	0
Anemia	4 (16.7)	2 (20.0)	2 (14.3)	1 (4.2)	1 (10.0)	0
Abdominal pain	4 (16.7)	1 (10.0)	3 (21.4)	0	0	0
Memory impairment	4 (16.7)	0	4 (28.6)	0	0	0
Tinnitus	3 (12.5)	1 (10.0)	2 (14.3)	0	0	0
Dyspepsia	3 (12.5)	1 (10.0)	2 (14.3)	0	0	0
Upper respiratory tract infection	3 (12.5)	2 (20.0)	1 (7.1)	0	0	0
Weight decreased	3 (12.5)	1 (10.0)	2 (14.3)	0	0	0
Hyperglycemia	3 (12.5)	1 (10.0)	2 (14.3)	1 (4.2)	0	1 (7.1)
Hypocalcemia	3 (12.5)	2 (20.0)	1 (7.1)	0	0	0
Hypophosphatemia	3 (12.5)	1 (10.0)	2 (14.3)	1 (4.2)	0	1 (7.1)
Aura	3 (12.5)	0	3 (21.4)	0	0	0
**Ivosidenib**	**Overall (*n*** **=** **25)**	**250** **mg b.i.d. (*n*** **=** **10)**	**500** **mg q.d. (*n*** **=** **15)**	**Overall (*n*** **=** **25)**	**250** **mg b.i.d. (*n*** **=** **10)**	**500** **mg q.d. (*n*** **=** **15)**
Patients with ≥1 AE, *n* (%)	25 (100)	10 (100)	15 (100)	6 (24.0)	1 (10.0)	5 (33.3)
Most common AEs among ivosidenib-treated patients^a^, *n* (%)						
Headache	9 (36.0)	4 (40.0)	5 (33.3)	0	0	0
Anemia	9 (36.0)	2 (20.0)	7 (46.7)	0	0	0
Diarrhea	7 (28.0)	2 (20.0)	5 (33.3)	0	0	0
Seizure	7 (28.0)	4 (40.0)	3 (20.0)	0	0	0
Hypocalcemia	7 (28.0)	1 (10.0)	6 (40.0)	0	0	0
Cough	6 (24.0)	1 (10.0)	5 (33.3)	0	0	0
Nasal congestion	6 (24.0)	2 (20.0)	4 (26.7)	0	0	0
Hypokalemia	6 (24.0)	2 (20.0)	4 (26.7)	0	0	0
Nausea	6 (24.0)	2 (20.0)	4 (26.7)	0	0	0
Hyperglycemia	5 (20.0)	1 (10.0)	4 (26.7)	0	0	0
Insomnia	5 (20.0)	2 (20.0)	3 (20.0)	0	0	0
Upper respiratory tract infection	4 (16.0)	1 (10.0)	3 (20.0)	0	0	0
Constipation	4 (16.0)	1 (10.0)	3 (20.0)	0	0	0
White blood cell count decreased	4 (16.0)	0	4 (26.7)	0	0	0
Anxiety	4 (16.0)	1 (10.0)	3 (20.0)	0	0	0
Pruritus	4 (16.0)	0	4 (26.7)	0	0	0
Fatigue	3 (12.0)	0	3 (20.0)	0	0	0
Aspartate aminotransferase increased	3 (12.0)	1 (10.0)	2 (13.3)	0	0	0
Electrocardiogram Q–T prolonged	3 (12.0)	0	3 (20.0)	0	0	0
Lymphocyte count decreased	3 (12.0)	0	3 (20.0)	0	0	0
Decreased appetite	3 (12.0)	1 (10.0)	2 (13.3)	0	0	0
Hyponatremia	3 (12.0)	1 (10.0)	2 (13.3)	1 (4.0)	0	1 (6.7)
Paresthesia	3 (12.0)	1 (10.0)	2 (13.3)	0	0	0
Depression	3 (12.0)	1 (10.0)	2 (13.3)	0	0	0

The safety population included all patients who received at least one dose of the study treatment pre- or postoperatively, categorized by assigned (that is, randomized) dose.

^a^All grade AEs reported in ≥10% of patients in the vorasidenib or ivosidenib arms and their corresponding grade 3 and higher frequencies are shown. Other reported grade 3 and higher AEs among vorasidenib-treated patients were brain abscess, tooth infection, aphasia, brain edema and hydrocephalus (each *n* = 1; 4.2%). Other reported grade 3 and higher AEs among ivosidenib-treated patients were leukopenia, subdural hematoma, invasive ductal breast carcinoma, brain edema, brain injury, hemiparesis, syncope, mental status changes and pneumothorax (each *n* = 1; 4.0%).

### IDH pathway-related molecular and cellular changes

Staining of resected tumor tissue with an antibody against the Ki-67 antigen, a marker for tumor cell proliferation, showed a positive correlation between tumor cell proliferation and tumor 2-HG concentrations (Fig. 2b), even after tumor 2-HG concentrations were corrected for cellularity (Extended Data Fig. 4a).

We observed an inverse correlation between tumor 2-HG concentrations and DNA 5-hydroxymethylcytosine (5hmC) content (Fig. 2c). There was no correlation between tumor 2-HG and DNA 5-methylcytosine (5mC) content (Extended Data Fig. 4b).

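Frozen tissue resected in a trial for gliomas with mutant IDH1 was profiled by sequencing of RNA captured with exome probes, in 41 samples. The paper's tissue analyses count 1 patient fewer, and whether 2 samples come from the same patient is not known, so each sample is called a tumor and taken as independent. Of these, 21 were labelled ivosidenib and 20 vorasidenib, inhibitors of the mutant enzyme that makes 2-HG. Dose, histology and 2-HG concentration are not part of the labels, nor is whether a patient had received drug before surgery, so a labelled group can mix dose regimens and untreated tumors. The tumors' 2-HG concentrations were not analysed here. What the data below give is the expression side of each association: how the genes of a pathway varied across the same tumors and with which other genes. Total counts per tumor ranged from 25732630 to 92878381 with a median of 44849277 in the ivosidenib group, and from 34992458 to 92390631 with a median of 55471507 in the vorasidenib group. The authors aligned the reads to GRCh38 and made gene counts and TPM with StringTie, which derives its counts from read coverage. From those counts, 17190 genes passed a filter on low expression and were scaled by TMM to CPM, counts relative to a tumor's total. Gene lists and 14 pairs of lists were fixed before the data were examined. A tumor's list score is the mean of the z-scored log2 CPM of the list's genes, and each correlation between 2 scores was set beside correlations of 2000 random pairs of lists matched in size and mean expression. A random range leaves out the most extreme 2.5% of these values at each end. Genes on chromosome arms 1p and 19q, whose joint loss defines oligodendroglioma, split the tumors into 22 with lower and 19 with higher expression of these arms. Correlations were therefore also computed within each of these 2 groups, a choice made after seeing the data.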

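Proneural genes were abundant in these tumors and varied together. BCAN, a brain proteoglycan, averaged 2660 ± 1250 CPM (SD, n = 41), TCF12, a transcription factor, 808 ± 409 CPM, and PDGFRA, the growth factor receptor of oligodendrocyte progenitors, 841 ± 625 CPM. Of 20 proneural genes, 19 correlated positively with the rest of the list, the exception being ERBB3 with a rho of -0.28. The median rho between pairs of members was 0.496, above the random range of -0.0233 to 0.17 for lists of like expression. The 30 mesenchymal genes also varied together, with a median rho between members of 0.297 against a random range of -0.0371 to 0.0458. VIM, an intermediate filament, averaged 770 ± 841 CPM and SPP1, which encodes osteopontin, 338 ± 460 CPM. Tumors with a higher proneural score had a lower mesenchymal score (Pearson's r = -0.364, permutation p = 0.0202, Spearman's rho = -0.429, p = 0.00562). Adjusted over the 14 pairs, these p-values were 0.0314 and 0.0112. The r over all tumors lay inside the random range of -0.369 to 0.66, close to its lower end. Without the 2 tumors farthest from the median proneural score, r was -0.371. The relation did not hold within the tumors of lower (r = -0.165) or higher 1p and 19q expression (r = -0.0165). With single tumors left out, r ran from -0.461 to -0.277, and the adjusted p stayed under 0.05 for 37 of the 41 tumors left out. The call was lost on log2(TPM + 1) (-0.317) and log2(TPM + 0.1) (-0.313), and within each drug, where fewer tumors enter. Within the drugs r was -0.354 for ivosidenib and -0.506 for vorasidenib, against -0.364 over all tumors. The call was also lost in the partial r given the 1p and 19q score (-0.0483), the microglia and macrophage score (-0.23) or total counts (-0.258).
The mesenchymal score followed the markers of microglia and macrophages closely, with r = 0.854 (permutation p = 1e-05, the smallest that the resamples can give, adjusted p = 2.8e-05) and rho = 0.844 (p = 1e-05, adjusted p = 3.5e-05). It was 0.784 and 0.799 within the groups of lower and higher 1p and 19q expression, and 0.835 without the 2 tumors farthest from the median. The random range reached 0.636. The random lists were not matched on cell type, and whether the same cells expressed both lists was not tested.
Neural stem and progenitor genes followed the proneural genes (r = 0.649, permutation p = 1e-05, adjusted p = 2.8e-05; rho = 0.498, p = 0.00104, adjusted p = 0.00271). Abundant members were NES, the progenitor filament nestin, at 652 ± 389 CPM and SOX2, a transcription factor of neural stem cells, at 592 ± 216 CPM, and SOX2, as a member of both lists, was left out of both scores. Without the 2 tumors farthest from the median, r was 0.522. The random range reached 0.755. The correlation was 0.818 in the tumors of higher 1p and 19q expression and 0.283 in the others, where it did not pass the test (permutation p = 0.212).

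**Figure D1:**
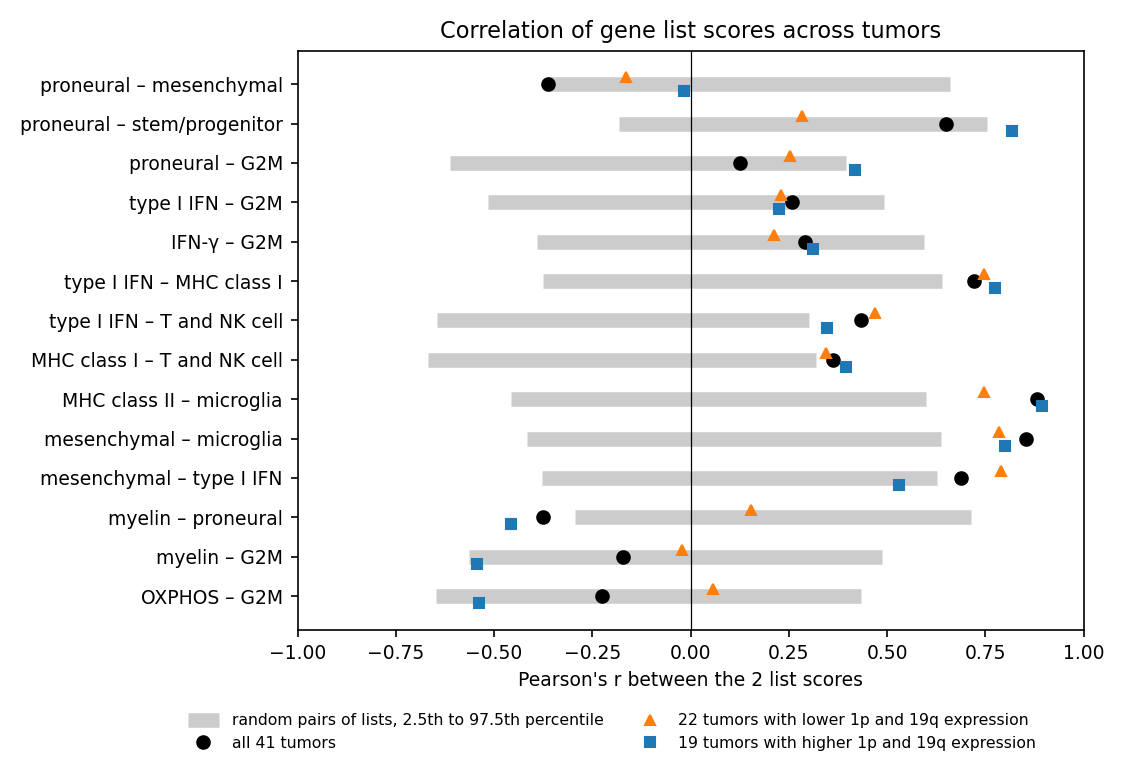
Pearson's r between the scores of 14 pairs of gene lists. Black points are all 41 tumors, triangles the 22 with lower and squares the 19 with higher 1p and 19q expression, and gray bars the random range of r for pairs of lists. For proneural and mesenchymal genes, r is -0.364 over all tumors, -0.165 in the triangles and -0.0165 in the squares. For mesenchymal and microglia genes, all 3 points lie right of the gray bar.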

Genome-wide RNA expression profiling and data analysis, using established molecular pathway annotations (Molecular Signatures Database, C2 Pathways)^21^, showed that low tumor 2-HG was associated with a reversal of the ‘proneural’ gene expression signature (Fig. 2d and Supplementary Table 3), a molecular hallmark of m*IDH* gliomas^22^ and downregulation of genes linked to stem cell properties in a variety of cancers (Extended Data Fig. 5a,b). The last finding is consistent with the reported effect of 2-HG on cellular differentiation^23–27^.

Among gene sets that represent specific biological states or processes (Molecular Signatures Database, Hallmark Pathways), the interferon (IFN)-α and IFN-γ pathways were the most highly upregulated pathways at low tumor 2-HG concentrations. In contrast, genes associated with cell-cycle progression (G2M_Checkpoint) were suppressed at low tumor 2-HG levels (Fig. 2e and Supplementary Table 4).

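Interferon genes differed widely between tumors, and they did so together. IFI44L, an antiviral gene, ranged from 3.67 to 364 CPM with a mean of 64.1 ± 81.5 CPM (SD, n = 41). MX1, an antiviral GTPase on chromosome 21 of GRCh38 from 41420558 to 41459214, averaged 37.8 ± 33.8 CPM. ADAR, the most abundant member of the list, stayed within 290.0 to 698 CPM. Of 50 type I IFN-stimulated genes, 49 correlated positively with the rest of the list, and the median rho between members was 0.397 against a random range of -0.0246 to 0.0301. The 19 measured IFN-γ-induced genes gave 0.416 against -0.0525 to 0.0681, and included GBP2, a guanylate-binding protein, at 23.8 ± 39.1 CPM and CXCL10, a chemokine that attracts T cells, at 1.07 ± 1.80 CPM.
Antigen presentation genes of MHC class I rose and fell with the type I IFN score (r = 0.72, permutation p = 1e-05, adjusted p = 2.8e-05; rho = 0.654, p = 1e-05, adjusted p = 3.5e-05). B2M, the light chain of MHC class I, averaged 591 ± 316 CPM. Within the groups of lower and higher 1p and 19q expression, r was 0.745 and 0.774, and it was 0.627 without the 2 tumors farthest from the median IFN score. The random range reached 0.64. MHC class II genes followed microglia and macrophage markers (r = 0.88, permutation p = 1e-05, adjusted p = 2.8e-05; rho = 0.866, p = 1e-05, adjusted p = 3.5e-05), with 0.746 and 0.893 in the groups of lower and higher 1p and 19q expression and 0.845 without the 2 farthest tumors. Their relation to the type I IFN score was not among the 14 pairs. Whether the MHC class II genes and the microglia and macrophage markers were expressed by the same cells was not tested. HLA genes differ in sequence between people, so their counts also depend on how well a donor's alleles align to the reference.
T and NK cell genes were expressed at low levels. Only 11 of 20 listed genes passed the filter, at a median of 0.546 CPM. Their score correlated with the type I IFN score (r = 0.434, permutation p = 0.00528, adjusted p = 0.0123; rho = 0.498, p = 0.00116, adjusted p = 0.00271), outside the random range of -0.645 to 0.301. It was 0.428 without the 2 tumors farthest from the median, and 0.469 and 0.347 in the groups of lower and higher 1p and 19q expression. In these smaller groups the call was lost (adjusted permutation p = 0.0731 in the lower group, permutation p = 0.147 in the higher). The call was also lost within each drug, at r = 0.394 for ivosidenib and 0.448 for vorasidenib. Given the microglia and macrophage score, the partial r was 0.0977 (permutation p = 0.544). MHC class I and T and NK cell scores correlated more weakly (r = 0.362, permutation p = 0.0202, adjusted p = 0.0314; rho = 0.328, p = 0.0374, adjusted p = 0.0582), and r without the 2 tumors farthest from the median was 0.25 (permutation p = 0.124), so that passing the test rests on those tumors. With single tumors left out, r ran from 0.289 to 0.435, and the adjusted p stayed under 0.05 for 34 of the 41. It was 0.344 and 0.396 in the groups of lower and higher 1p and 19q expression, where neither passed the test (permutation p = 0.117 and 0.0931). Within each drug the call was also lost, at 0.228 for ivosidenib and 0.436 for vorasidenib. The partial r given the microglia and macrophage score was 0.0907 (permutation p = 0.57). Mesenchymal genes also rose with the type I IFN score (r = 0.688, permutation p = 1e-05, adjusted p = 2.8e-05; rho = 0.751, p = 1e-05, adjusted p = 3.5e-05), with 0.711 without the 2 tumors farthest from the median mesenchymal score and 0.789 and 0.53 in the groups of lower and higher 1p and 19q expression. Given the microglia and macrophage score, the partial r was 0.127 (permutation p = 0.424).
The paper ranked genes by their association with 2-HG, corrected for histology and treatment status, and from the enrichment of Hallmark gene sets in that ranking states that the IFN pathways rose most where 2-HG was low.

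**Figure D2:**
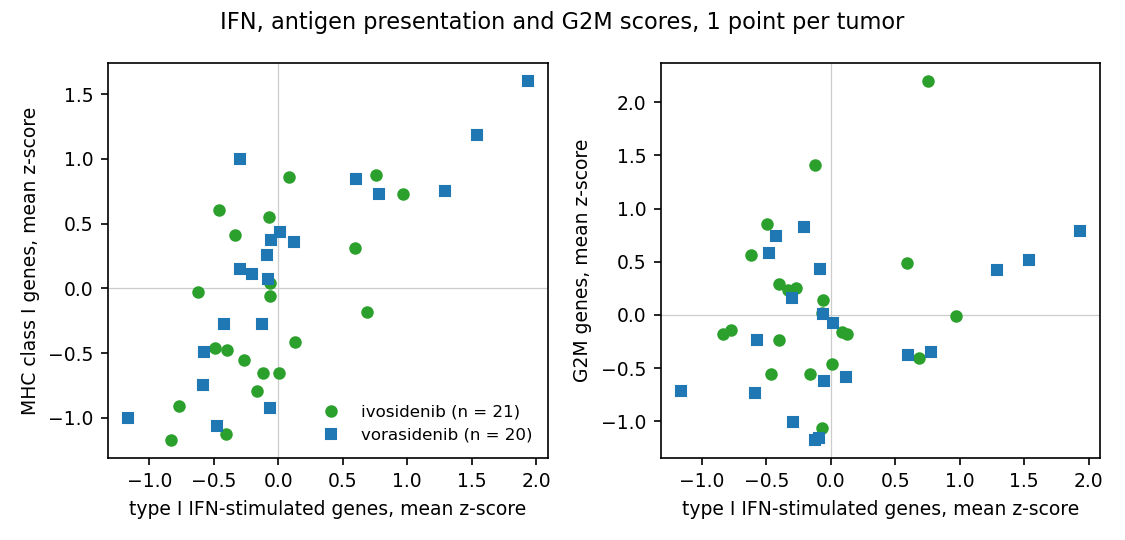
Mean z-score of MHC class I genes (left) and of G2M genes (right) against that of 50 type I IFN-stimulated genes, 1 point per tumor, circles for the 21 tumors labelled ivosidenib and squares for the 20 labelled vorasidenib. MHC class I genes rise with the IFN score (r = 0.72), while the G2M score shows no such trend that passes the test (r = 0.259, permutation p = 0.102).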

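Cell-cycle genes spanned a wide range across the tumors. MKI67, the gene of the Ki-67 antigen on chromosome 10 of GRCh38 from 128096659 to 128126204, averaged 71.6 ± 101 CPM (SD, n = 41) and ranged from 3.16 to 594 CPM. The mitotic genes AURKB, a kinase, and DLGAP5, a spindle protein, averaged 2.12 ± 3.63 and 2.71 ± 5.03 CPM. Of 53 measured G2M genes, 37 correlated with the rest of the list at a rho of at least 0.5, and the median rho between members was 0.473 against a random range of -0.0255 to 0.0182. Among only the members with a mean of at least 5 CPM, that median was 0.272, still above its random range. The most abundant members did not take part: ANLN, which myelinating cells also express, had a rho of -0.11 with the rest of the list, TUBB4B, a tubulin, -0.14, CKAP5, a microtubule-binding protein, 0.08, and CTCF, a chromatin protein, 0.06.
The G2M score showed no relation to the IFN scores that passed the test. With the type I IFN score, r was 0.259 (permutation p = 0.102, adjusted p = 0.13) and rho 0.0815 (p = 0.613, adjusted p = 0.613), with 0.23 and 0.226 in the tumors of lower and higher 1p and 19q expression and 0.16 without the 2 farthest tumors. With the IFN-γ score, r was 0.291 (permutation p = 0.0643, adjusted p = 0.09) and rho 0.209 (p = 0.188, adjusted p = 0.239), with r = 0.211 and 0.31 in these groups and 0.319 without the 2 farthest tumors. Proneural genes gave r = 0.126 (permutation p = 0.432, adjusted p = 0.432) and rho = 0.162 (p = 0.311, adjusted p = 0.363), with r = 0.252 and 0.418 in the groups and 0.0469 without the 2 farthest tumors. With single tumors left out it ran from 0.0751 to 0.18. Oxidative phosphorylation genes, which encode the respiratory chain, gave r = -0.226 (permutation p = 0.154, adjusted p = 0.18) and rho = -0.24 (p = 0.129, adjusted p = 0.181), and r = -0.0493 without the 2 farthest tumors. The partial r given the neuron score was -0.00744 (permutation p = 0.963). With single tumors left out r ran from -0.384 to -0.0727. It passed on log2(TPM + 1) (-0.354, adjusted permutation p = 0.0464) and log2(TPM + 0.1) (-0.357, adjusted permutation p = 0.0381). With DESeq2 scaling it did not (-0.233, adjusted permutation p = 0.166). The call thus differed between TPM and count-based values, and which step of the processing matters was not tested. That relation was -0.538 in the tumors of higher 1p and 19q expression (permutation p = 0.0146) and 0.0581 in those of lower expression, and whether the groups differ was not tested. The paper's Supplementary Table 4 lists a normalized enrichment score of 1.8 for the Hallmark G2M set and -2.0 for the IFN-α set, where a positive score stands for genes that fall with 2-HG suppression.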

Using linear regression analysis, we identified 762 genes that were induced or repressed in response to 2-HG suppression (Extended Data Fig. 5c,d). This list included genes associated with *IDH* mutations in both astrocytomas and oligodendrogliomas (Extended Data Fig. 5e,f), genes associated with cellular differentiation in the CNS (Extended Data Fig. 5a,b) and gene sets related to immune cell activation (Fig. 2f).

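Markers of mature oligodendrocytes varied tightly together across the tumors. All 20 myelin genes correlated with the rest of their list at a rho of 0.62 or more, with a median rho between members of 0.853 against a random range of -0.0514 to 0.0791. MBP, myelin basic protein, averaged 449 ± 548 CPM (SD, n = 41) and OPALIN, a late oligodendrocyte gene, 9.71 ± 16.7 CPM. Myelin genes were higher where proneural genes were lower (r = -0.375, permutation p = 0.0155, adjusted p = 0.031), below the random range of -0.293 to 0.713. The rank correlation was -0.334 (p = 0.0345, adjusted p = 0.0582). The r was 0.153 in the tumors of lower and -0.456 in those of higher 1p and 19q expression. Neither passed the test (permutation p = 0.502 and 0.0527), and the difference between the groups was not tested. Without the 2 tumors farthest from the median myelin score, r was -0.384. With single tumors left out it ran from -0.446 to -0.308, and the adjusted p stayed under 0.05 for 38 of the 41. The call was lost on log2(TPM + 1) (-0.323) and log2(TPM + 0.1) (-0.3). Within each drug, where fewer tumors enter, it was lost at -0.384 for ivosidenib and -0.459 for vorasidenib. It was also lost in the partial r given the 1p and 19q score (-0.229), the neuron score (-0.306) or the microglia and macrophage score (-0.283). Myelin and G2M scores gave r = -0.172 (permutation p = 0.283, adjusted p = 0.305) and rho = -0.123 (p = 0.442, adjusted p = 0.476). With single tumors left out, r ran from -0.26 to -0.0728. It was -0.0477 without the 2 farthest tumors, and -0.0224 and -0.544 in the groups of lower and higher expression (permutation p = 0.92 and 0.0152), a difference that was not tested.
Astrocyte genes were led by GFAP, the astrocyte filament, at 5490 ± 4920 CPM, with a median rho between members of 0.397 against -0.0467 to 0.159. Genes silenced by DNA methylation in gliomas with mutant IDH varied together more loosely, with 0.27 against -0.0956 to 0.111. Among their 11 measured members, CHI3L1, a secreted glycoprotein, averaged 18.8 ± 32.4 CPM and PDPN, a membrane glycoprotein, 3.96 ± 4.59 CPM.
The 19 genes named in Fig. 2f were chosen by the study on these tumors, so their joint variation is not independent evidence of a direction. Each was correlated with the scores of 5 lists, a family of 95 relations that was not among the tests set beforehand. Of the 19, 12 are members of the type I IFN list, OAS1 among them. That list varies together, so a positive r with its score was likely for them from the start. Outside it, HLA-DRB1, HLA-DQA1, TMEM140, CNP and GCH1 passed with a positive r to that score. UPP1 (r = 0.195) and MTHFD2 (r = -0.0936) did not pass. Of the 19 genes, 17 correlated positively with the type I IFN score at an adjusted permutation p under 0.05, and 18 had a positive r both in the tumors of lower and in those of higher 1p and 19q expression. OAS1, an antiviral enzyme, led with r = 0.884 (permutation p = 0.0001, the smallest that the resamples can give, adjusted p = 0.000413; rho = 0.82, p = 0.0001, adjusted p = 0.000475). Of the same genes, 16 correlated positively with the microglia and macrophage score, 12 with the myelin score and 3 with the G2M score at that threshold, while 11 correlated negatively with the proneural score, down to r = -0.554 for GCH1 (permutation p = 0.0003, adjusted p = 0.00114; rho = -0.586, p = 0.0002, adjusted p = 0.00076; r = -0.516 without the 2 farthest tumors). By rho the positive counts were 17 for the type I IFN, 16 for the microglia and macrophage, 11 for the myelin and 1 for the G2M score, and the negative count for the proneural score was 12. In both 1p and 19q groups, r was positive for 17 genes with the microglia and macrophage score and 16 with the myelin score. With the G2M score it was positive in both for 8 genes and negative in both for 3, and with the proneural score negative in both for 15. These counts go by sign alone and include values near 0. With the proneural score, PLSCR1 had r = -0.386 over all tumors, and -0.233 and -0.0144 in the lower and higher groups. UPP1 had -0.546 over all tumors, and -0.479 and -0.506 in these groups. How far the negative relations hold within the groups was not tested. CNP, a myelin enzyme, followed the other myelin genes at r = 0.903 (permutation p = 0.0001, adjusted p = 0.000413; rho = 0.878, p = 0.0001, adjusted p = 0.000475) and the type I IFN score at r = 0.416 (permutation p = 0.0079, adjusted p = 0.0153; rho = 0.478, p = 0.0019, adjusted p = 0.00451). TMEM140, a membrane protein gene whose position overlaps another gene, had r = 0.763 to the myelin score (permutation p = 0.0001, adjusted p = 0.000413; rho = 0.776, p = 0.0001, adjusted p = 0.000475) and 0.525 to the type I IFN score (permutation p = 0.0006, adjusted p = 0.0019; rho = 0.576, p = 0.0001, adjusted p = 0.000475), a difference that was not tested. Without the 2 tumors farthest from the median score, r with the myelin score was 0.877 for CNP and 0.745 for TMEM140, and r with the type I IFN score was 0.835 for OAS1. MTHFD2, a mitochondrial enzyme of folate metabolism, ran the other way, with r = -0.457 to the myelin score (permutation p = 0.0029, adjusted p = 0.00641, and rho = -0.525, p = 0.0003, adjusted p = 0.00102) and -0.434 without the 2 farthest tumors. It was also the 1 gene with a positive r to the proneural score at that threshold (0.522, permutation p = 0.0005, adjusted p = 0.0017). By rho this did not pass (0.334, p = 0.0317, adjusted p = 0.051), and r was 0.289 without the 2 farthest tumors.

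**Figure D3:**
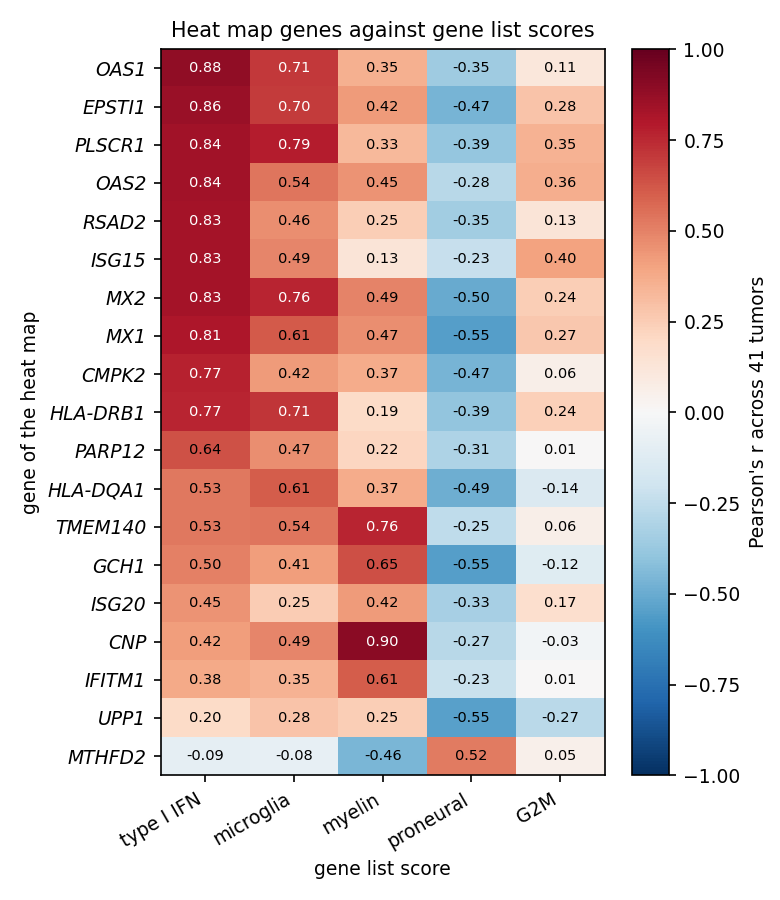
Pearson's r across 41 tumors between the log2 CPM of each of the 19 genes named in Fig. 2f and the scores of 5 gene lists, red for positive and blue for negative r. A gene that is a member of a list was left out of that list's score. OAS1 stands at the top with r = 0.884 to the type I IFN score, CNP has r = 0.903 to the myelin score, and MTHFD2 at the bottom has negative r to the IFN, microglia and myelin scores.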

Examination of formalin-fixed, paraffin-embedded (FFPE) tumor tissue from the resection showed an inverse correlation between tumor 2-HG and tumor-infiltrating CD3^+^ and CD8^+^ T cells (Fig. 2g), and again showed an association between 2-HG suppression and upregulation of antigen presentation and the IFN pathways (Extended Data Fig. 6).

Matched-pair analysis from surgery 1 (archival tumor tissue from previous surgery) and surgery 2 (on-treatment surgery) suggested that more complete tumor 2-HG suppression was required to promote tumor infiltration with CD3^+^/CD8^+^ T cells (Extended Data Fig. 7a,b) and inhibit tumor cell proliferation (Extended Data Fig. 7c,d).

### Preliminary assessment of antitumor activity

Investigator-assessed tumor response showed a decrease in tumor size after postoperative treatment with either vorasidenib or ivosidenib (Fig. 3a). Patients without residual disease (*n* = 11) were considered to have the best response of stable disease if disease progression had not been documented. The objective response rate (ORR) for vorasidenib 50 mg q.d. was 42.9% (95% confidence interval (CI), 17.7−71.1), including two partial responses (PRs) and four minor responses (mRs), and 10.0% (95% CI, 0.3−44.5) for vorasidenib 10 mg q.d. (one mR). The ORR for ivosidenib 500 mg q.d. was 35.7% (95% CI, 12.8−64.9), including three PRs and two mRs, and 12.5% (95% CI, 0.3 − 52.7) for ivosidenib 250 mg b.i.d. (one PR) (Supplementary Table 5). The median postoperative treatment duration was 14.3 months (range 0.9–22.6 months) for vorasidenib and 15.1 months (range 1.8–22.1 months) for ivosidenib (Fig. 3b).

**Fig. 3:**
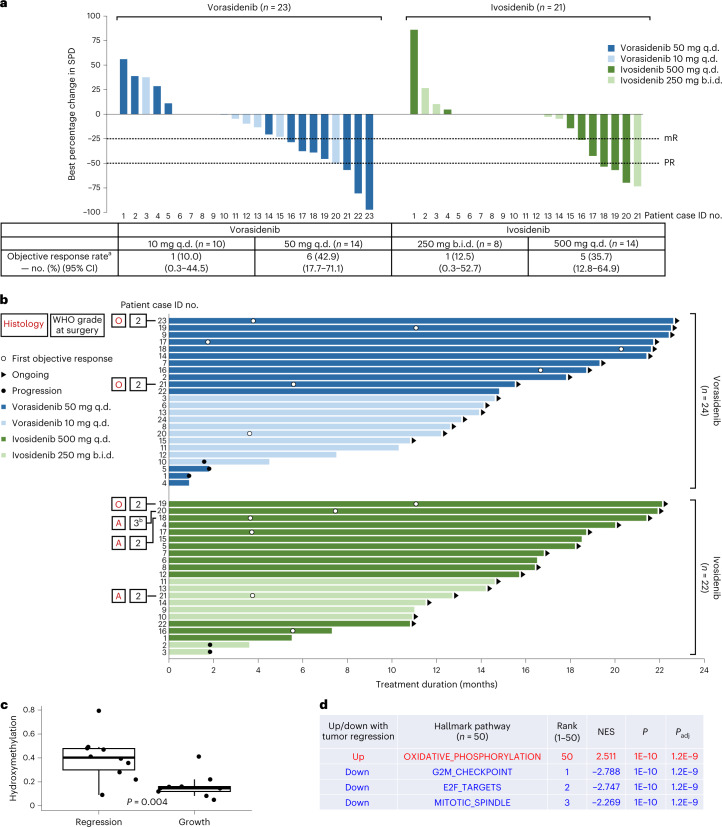
Postoperative tumor response assessment and treatment duration. **a**, The best percentage change in SPD compared with postoperative baseline MRI and the overall ORRs by assigned treatment. Eleven patients had an on-study gross total resection without residual disease and were considered to have best response of stable disease as long as disease progression had not been documented. Patient 22 in the vorasidenib group had a >50% reduction in tumor size compared with baseline that was not confirmed and was therefore categorized as stable disease. Two patients were not included in the plot (patient 24 in the vorasidenib group and patient 22 in the ivosidenib group) owing to changes in selected target lesions measured at one or more postoperative time points that affected best percentage change assessment. ^a^Complete response, PR or mR. **b**, Postoperative treatment duration by treatment group. The histology at the time of initial diagnosis and the WHO grade based on pathology of the on-study resected tumor are provided for six patients who achieved a PR after postoperative treatment with vorasidenib (*n* = 2) or ivosidenib (*n* = 4), according to the investigator’s assessment of response using RANO-LGG. ^b^The tumor grade for this patient changed from grade 2 at screening to grade 3 at surgery. **c**, On-treatment DNA hydroxymethylation levels in the tumor regression (*n* = 12) and tumor growth (*n* = 9) groups. Box plot: the horizontal lines denote the 25th, 50th and 75th percentiles and the upper/lower whiskers extend from the hinge to the largest/smallest value that is within 1.5 × the interquartile range from the hinge; the two-sided *P* value was generated using Student’s *t*-test. **d**, Modulation of selected molecular pathways comparing the tumor regression and tumor growth groups; *P* values adjusted for multiplicity as described in Methods. A, astrocytoma; O, oligodendroglioma; SPD, sum of products of tumor lesion diameters.

At the time of manuscript submission, fewer than half the 32 patients who remained on treatment as of the data cutoff date (29 April 2020) have discontinued treatment and the progression-free survival data continue to mature. Preliminary Kaplan–Meier curves of progression-free survival are shown in Extended Data Fig. 8.

We also examined the relationship between the molecular changes in on-treatment biopsies and subsequent radiographic response. This exploratory post-hoc analysis included a manual consensus review of all MR images by multiple investigators and excluded patients whose tumors neither grew during drug treatment nor could be assessed for tumor regression owing to a previous complete tumor resection (Extended Data Fig. 9). Tumor regression was associated with high tumor DNA 5hmC content (Fig. 3c) and reduced expression of cell-cycle-associated genes (Fig. 3d, Extended Data Fig. 10 and Supplementary Table 6) in the on-treatment biopsies.

## Discussion

*IDH* mutations are believed to play a prominent role in the development of glioma, but the role of the mutant enzyme in recurrent glioma is currently unclear. Our data demonstrate that the m*IDH* enzyme remains active in recurrent disease, because 2-HG reduction was associated with reduced tumor cell proliferation, increased DNA 5hmC content (mediated by TET 5mC hydroxylase activity)^23^ and a reversal of gene expression programs typically associated with *IDH* mutations in LGGs. Although a net loss of malignant glioma cells might explain a loss of proneural transcripts, this would not account for the specific upregulation of mesenchymal transcripts and increase in cellular differentiation markers that we observed.

Our results point toward opportunities for combination therapies with *IDH* inhibitors in glioma. The association between radiographic tumor response and increased DNA 5hmC content, for example, suggests that DNA methylation is an important contributor to tumor maintenance by the m*IDH* enzyme in glioma, reminiscent of the contribution of TET enzymes in m*IDH*-associated tumorigenesis in other cancers^28^. This raises the hypothesis that DNA-hypomethylating agents, such as the DNA methyltransferase inhibitor azacitidine, might augment the antitumor activity of *IDH* inhibitors, as has recently been shown in acute myeloid leukemia^29,30^. Our observation that 2-HG reduction was associated with the induction of genes associated with antitumor immunity and a modest increase in tumor infiltration with CD8^+^ T cells is consistent with an immunosuppressive effect of 2-HG on the glioma microenvironment, as suggested by previous studies^31,32^, and raises the intriguing possibility that inhibition of the mutant enzyme might synergize with other strategies to promote antitumor immunity against m*IDH* gliomas.

Surgical window-of-opportunity trials typically rely on the comparison of matched pre-treatment and on-treatment biopsy pairs from the same patients. It was not feasible for patients enrolled in our current study to undergo a pre-treatment biopsy because we could not ensure that sufficient tumor tissue could be collected through a needle biopsy for 2-HG analysis and key related molecular studies (for example, RNA-sequencing (RNA-seq) or 5hmC analyses) and complications from this procedure could have resulted in a delay of the planned tumor resection. Our comparisons of immunohistochemistry (IHC) results (for example, Ki-67, immune cell infiltration) between on-study tumor tissue and tumor tissue collected during the original diagnostic tumor resection have to be interpreted with caution because many patients received chemotherapy or radiation in the interval between the two surgeries, and these tumor samples were often collected and stored under different conditions. Given these limitations, we included a large number of external untreated control tumors with a borrowing methodology in our primary analysis. The integration of internal and external controls in our clinical trial design may serve as a template for future side-by-side comparisons of investigational agents with similar mechanisms of action for brain tumor patients.

Preliminary indications of clinical activity in our study must be interpreted with caution because the progression-free survival data continue to mature and follow-up time is short for LGGs. A daily dose of vorasidenib 50 mg showed the most consistent inhibition of the mutant enzyme and the greatest preliminary antitumor activity. Based on the current data, vorasidenib (50 mg q.d. of the uncoated tablet formulation used in the present study) was selected for the initiation of the ongoing global phase 3 INDIGO study in grade 2 m*IDH* nonenhancing glioma (ClinicalTrials.gov, NCT04164901; a coated-tablet formulation was later introduced into the INDIGO study at a dose exposure equivalent of 40 mg q.d.). Of note, ivosidenib showed considerably lower CNS penetration than vorasidenib, in line with preclinical studies, but nevertheless reached adequate tumor concentrations to inhibit the m*IDH* enzyme in patients owing to its high plasma exposure. The latter observation highlights that even drugs with low CNS penetrance may warrant a detailed pharmacokinetic/PD evaluation before excluding them from further development for CNS tumors.

In conclusion, our study established the clinical, PD and translational rationale to select a late-stage molecule to target one of the most prevalent mutations in LGGs and provides a rich data resource to advance our understanding of the role of *IDH* mutations and the mechanism of action of *IDH* inhibitors in recurrent gliomas.

## Methods

### Trial design and oversight

This is a randomized, controlled, multicenter, open-label, perioperative study of vorasidenib and ivosidenib in recurrent, nonenhancing m*IDH1* LGGs (ClinicalTrials.gov, NCT03343197). The randomization schedule was generated by an independent statistical group and randomization assignment was implemented by an interactive web response system. Additional details are provided in the study protocol and statistical analysis plan.

The study was conducted according to the International Council on Harmonisation of Good Clinical Practice guidelines and the principles of the Declaration of Helsinki. All patients provided written informed consent before screening and enrollment.

### Patients

Key eligibility criteria included patients with recurrent, CNS WHO 2016 grade 2/3, m*IDH1*-R132H oligodendroglioma or astrocytoma who were surgical candidates. Additional eligibility criteria included age ≥18 years, adequate hepatic and renal function, a Karnofsky performance status score ≥60%, no previous *IDH* inhibitor treatment, ≥6 months since any radiation and measurable nonenhancing lesion by central radiology review. Patients were recruited by the authors at Memorial Sloan Kettering Cancer Center (by I.K.M., *n* = 13), University of California, Los Angeles Medical Center (by T.F.C., *n* = 10), University of Texas Southwestern (by E.A.M., *n* = 8), University of California, San Francisco Division of Neuro-Oncology (by J.W.T., *n* = 7), Dana Farber Cancer Institute (by P.W.Y., *n* = 6), Massachusetts General Hospital (by I.A.-R., *n* = 3) and Duke University Medical Center (by K.B.P., *n* = 2). The study protocol was approved by the institutional review board/independent ethics committee at each of these study locations. Participants’ sex was assigned by the site and no sex- or gender-based analyses were performed because these would have been post hoc and insufficiently powered to enable meaningful conclusions.

### Outcomes

The primary end-point of 2-HG concentration in resected tumors was evaluated by comparing concentrations in patients with m*IDH1* glioma treated with vorasidenib or ivosidenib with concentrations in tumors from untreated on-study patients (internal contemporaneous control) and additional tumors from untreated patients with WT *IDH* (*n* = 15) and m*IDH1* (*n* = 61) glioma (external control using previously banked tumor samples).

Secondary end-points included safety, tumor and plasma pharmacokinetics, and preliminary clinical activity. Exploratory end-points included IDH pathway-related molecular and cellular changes that correlated with 2-HG and radiographic response, where feasible.

Safety was assessed by monitoring all AEs from the time of consent through 28 (+ ≤5) d after the last dose using the National Cancer Institute Common Terminology Criteria for Adverse Events, v.4.03 (ref. ^33^).

Tumor measurements were collected using a standardized MRI protocol at screening and surgery. A brain MR image was collected postoperatively as the new baseline before resuming treatment. Additional brain MR images were collected every 56 (±2) d thereafter (that is, while receiving study treatment) and at the end of treatment. Antitumor activity was assessed by the investigator using the Response Assessment in Neuro-Oncology criteria for low-grade glioma (RANO-LGG)^34^.

### Patient sample collection

Tumor samples were collected and immediately processed for all clinical trial participants. The tissue was immediately split into two parts: the first sample was snap frozen in liquid nitrogen and the second sample was processed into an FFPE block. Pre-treatment, archival FFPE slides were also collected whenever possible and included in selected biomarker analyses (Extended Data Fig. 1). Concentrations of 2-HG and vorasidenib or ivosidenib were measured in tumor and plasma using liquid chromatography with tandem mass spectrometry (LC–MS/MS). Frozen tumor tissue was analyzed for tumor content and cellularity (hematoxylin and eosin (H&E) staining), DNA alterations, genome-wide RNA expression (RNA-seq) and DNA methylation. FFPE tumor tissue was analyzed for tumor content (H&E staining), IHC and expression profiling of selected genes (Extended Data Fig. 1). Patients who missed two or more doses in two weeks before surgery, or for whom no or inadequate m*IDH*-containing tumor tissue was received, were replaced in the 2-HG analysis.

### DNA-seq

DNA-seq of archival FFPE slides and frozen surgical samples was performed by next-generation sequencing using the ACE Extended Cancer Panel (Personalis).

### DNA methylation profiling

To determine the levels of 5hmC, DNA extracted from frozen surgical samples were digested with DNA degradase (Zymo Research) to generate single nucleosides. LC–MS/MS was used to quantify 5hmC, 5mC and cytosine (C). The percentage of 5hmC was calculated as the ratio 5hmC:C.

### RNA expression profiling

Transcriptional profiling (RNA-seq) of frozen surgical samples was conducted using the ACE Research Transcriptome assay (Personalis). Paired-end reads in FASTQ format were aligned to the human genome (GRCh38, release 85 (ref. ^35^)) with HISAT, v.2.0.5 (ref. ^36^). SAM-to-BAM conversion and sorting were performed using Samtools v.1.4 (ref. ^37^). Transcript assembly with RefSeq annotation in GTF format and gene abundance estimation were carried out using StringTie v.1.3.3b and the built-in prep_DE.py Python script^38^, producing gene-level raw count expression values as well as transcripts per million (that is, counts corrected for gene length and sequencing depth). All subsequent analyses were conducted in the R environment v.4.1 (ref. ^39^).

To evaluate the association between gene expression and 2-HG concentrations, differential expression analysis was conducted on raw count expression values for a complete set of 33,121 genes. 

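The count table holds 33121 genes for the 41 tumors. Of these, 25015 had a count in at least 1 tumor. The 3149 entries placed on alternate contigs of GRCh38 held no count in any tumor. All 12 genes of the list drawn up for 2-HG metabolism and DNA demethylation passed the filter on low expression. IDH1, whose mutant form makes 2-HG, lies on chromosome 2 from 208236227 to 208255143 and averaged 89.9 ± 32.6 CPM (SD, n = 41). IDH2, its mitochondrial homolog, averaged 170.0 ± 44.0 CPM, and TET2, a 5mC oxidase that 2-HG inhibits, 238 ± 77.7 CPM. The 12 genes of this list did not vary together, with a median rho between members of 0.0672 inside the random range of -0.0776 to 0.166.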

A negative binomial generalized linear model, as implemented in the DESeq2 v.1.24.0R package^40^, was fit to identify genes with an expression associated with *z*-scored log_10_(transformed 2-HG levels), after correcting for histology and treatment status. *P* values were adjusted for multiple testing using the false discovery rate (FDR)/Benjamini–Hochberg method^41^. For pathway enrichment analysis, genes were first sorted by the significance and the direction of their association with 2-HG, according to the formula:

$${\mathrm{rank}} = -{\mathrm{log}}_{10}\left( {{\mathrm{unadjusted}}\,P\,{\mathrm{value}}} \right) \times {\mathrm{sign}}\left( {{\mathrm{log}}_2({\mathrm{FC}})} \right)$$

where log_2_(FC) represents log_2_(transformed moderated fold-changes)^42^. The ranking was then used as input in gene set enrichment analysis (GSEA)^43,44^. Enrichment scores were calculated using the fast GSEA (FGSEA) v.1.12.0R package^45^ against MSigDB curated gene set (C2) and Hallmark pathways (H), with gene-set sizes ranging from 15 to 500, using 1,000 permutations. Pathways with a positive normalized enrichment score (NES) contained genes downregulated with the suppression of 2-HG. Pathways with a negative NES contained genes upregulated with the suppression of 2-HG.

To visually demonstrate the relationship between gene expression and 2-HG concentration, a heatmap of *z*-scored variance stabilization-transformed (VST) values was generated for the differentially expressed genes belonging to select top-scoring, significantly enriched pathways using pheatmap v.1.0.12 (ref. ^46^). Complete linkage hierarchical clustering method with Euclidean distance was used to cluster the genes in rows and cluster the samples in columns; the two topmost column clusters were considered to represent patients with high 2-HG and decreased gene expression and patients with low 2-HG and increased gene expression.

To identify genes that are associated with *IDH* mutations in LGGs, we used HTSeq count data from 413 WT and 94 m*IDH* LGG primary tumor samples from the Cancer Genome Atlas-LGG transcriptome profiling dataset^47,48^. To remove genes expressed at low levels, we converted raw count expression values to counts per million (c.p.m.), using the edgeR v.26.4 (ref. ^49^) R package to account for sequencing depth. We retained genes with c.p.m. ≥ 0.76 in ≥94 samples. Of 56,404 genes, 18,416 passed the filter and were used in subsequent analyses. Gene expression analysis was conducted on raw count expression values. We used the DESeq2 package to fit a negative binomial generalized linear model to identify genes expressed differentially in m*IDH* and WT samples, after correcting for 1p19q codeletion status. *P* values were adjusted for multiple comparisons using FDR.

To identify genes differentially expressed between samples from patients whose tumors responded to treatment (tumor regression) and those whose tumors did not (continued tumor growth), gene expression analysis was conducted on raw count expression values for a complete set of 33,121 genes. We used DESeq2 v.1.24.0 to fit a negative binomial generalized linear model, correcting for histology. *P* values were FDR corrected. For pathway enrichment analysis, genes were first sorted by the significance and direction of their association with tumor response. The ranking was then used to calculate enrichment scores in the FGSEA package^45^ against MSigDB Hallmark pathways (H) using the same parameters as detailed above. Pathways with a positive NES contained genes upregulated with tumor regression. Pathways with a negative NES contained genes downregulated with tumor regression.

To visually demonstrate the relationship between gene expression and tumor response, a heatmap of *z*-scored VST values was generated for the differentially expressed genes belonging to select significantly enriched pathways using the pheatmap v.1.0.12 (ref. ^46^) R package. Complete linkage hierarchical (semisupervised) clustering method with Euclidean distance was used to cluster samples in columns (in the two tumor response groups separately) and cluster genes in rows.

NanoString gene expression assay was performed on RNA extracted from FFPE tumor biopsies after macrodissection to enrich tumor content and then scanned using the nCounter Digital Analyzer as per the manufacturer’s instructions (NanoString Technologies). Gene expression was analyzed using nSolver software 4.0 (NanoString Technologies) and the expression levels of each gene were normalized to those of control genes.

### Immunohistochemistry

IHC for Ki-67, CD3 and CD8 was performed by Mosaic Laboratories and quantification derived from an annotation, including all tumor and intervening stroma in the tumor nest. CD3 (mouse clone LN10) immunoglobulin (Ig)G1 antibody (catalog no. NCL-L-CD3-565) was purchased from Leica Biosystems. The CD8 (mouse clone C8/144B) IgG1κ antibody (catalog no. M7103) and the Ki-67 (mouse clone MIB-1) IgG1κ antibody (catalog no. M7240) were purchased from Dako. Antibodies were diluted per the manufacturer’s instructions. All antibodies were stored at 2–8 °C.

### Statistical analysis

Unless otherwise specified, graphs and statistical analyses were performed using GraphPad Prism.

All randomized patients with m*IDH1*-R132H glioma, as confirmed by IHC with an antibody specific to m*IDH1*-R132H or DNA-seq, were included in the primary end-point analysis. A Bayesian hierarchical normal model^50^ was used to compare 2-HG concentrations, on a log_10_ scale, in evaluable treated and untreated control tumors. The model was used to dynamically borrow 2-HG concentration from externally banked, untreated, frozen control samples and the enrolled, untreated control patients. Independent, noninformative, normal distributions and inverse-gamma distributions were used for scale and variance parameters, respectively. The Markov Chain Monte Carlo Gibbs sampling^51^ was used to estimate the posterior distributions of unknown parameters. The posterior mean and 95% CrI of the treatment effect on the 2-HG percentage reduction relative to untreated control groups were provided for each treatment arm. The sample size was determined using extensive simulations on Bayesian analysis for the primary end-point; the sample size achieves approximately 94% probability of detecting that the 2-HG concentrations of the treated group are less than those of the untreated group.

The safety analysis set comprised randomized patients who received at least one dose of vorasidenib or ivosidenib either pre- or postoperatively. Baseline disease characteristics and safety data were summarized by treatment and dose.

Concentrations of vorasidenib and ivosidenib in tumor and plasma were reported as geometric mean and tumor:plasma ratios summarized by treatment and dose. Association of 2-HG with 5hmC, Ki-67 and CD3^+^/CD8^+^ T cells was assessed using simple linear regression. Student’s *t*-test was used to compare two groups. All reported *P* values are two sided.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41591-022-02141-2.

## Supplementary information

Supplementary Information Supplementary Tables 1, 2 and 5, and captions for Supplementary Tables 3, 4 and 6.

Reporting Summary

Supplementary Tables 3, 4 and 6 Supplementary Table 3. 2-HG suppression pathways (C2). See tab 1 ‘Suppl T3 2-HG supp pathways C2’. Supplementary Table 4. 2-HG suppression pathways (Hallmark). See tab 2 ‘Suppl T4 2-HG suppr paths Hallm’. Supplementary Table 6. Response analysis (Hallmark). See tab 3 ‘Suppl T6 Response analysis Hall’. For each: *P* values adjusted for multiplicity as described in the Methods.

## Data Availability

We used the publicly available GRCh38, release 85 human genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.26/) in our analyses. The RNA-seq data generated in the present study are available with the dbGAP accession no. phs003148.v1.p1. Study-level clinical data from this study (including the protocol) will be made available upon reasonable request from a qualified medical or scientific professional for the specific purpose laid out in that request and may include deidentified individual participant data. The data for this request will be available after a data access agreement has been signed. Please send your data-sharing request to https://clinicaltrials.servier.com/data-request-portal. Access to patient-level data depends on a number of constraints, such as the year the study was performed and an anonymization procedure. Requests are reviewed by a qualified panel of Servier experts and, if necessary, by an independent review board and decisions will be communicated within three months, as detailed on the website.

## References

[1] van den Bent MJ, Smits M, Kros JM, Chang SM (2017). Diffuse infiltrating oligodendroglioma and astrocytoma. J. Clin. Oncol..

[2] Wen PY (2020). Glioblastoma in adults: a Society for Neuro-Oncology (SNO) and European Society of Neuro-Oncology (EANO) consensus review on current management and future directions. Neuro-Oncology.

[3] Louis DN (2016). The 2016 World Health Organization classification of tumors of the central nervous system: a summary. Acta Neuropathol..

[4] Hardee ME, Zagzag D (2012). Mechanisms of glioma-associated neovascularization. Am. J. Pathol..

[5] Claus EB (2015). Survival and low-grade glioma: the emergence of genetic information. Neurosurg. Focus.

[6] Klein M (2002). Effect of radiotherapy and other treatment-related factors on mid-term to long-term cognitive sequelae in low-grade gliomas: a comparative study. Lancet.

[7] Yan H (2009). IDH1 and IDH2 mutations in gliomas. N. Engl. J. Med..

[8] Dang L (2009). Cancer-associated IDH1 mutations produce 2-hydroxyglutarate. Nature.

[9] Ward PS (2010). The common feature of leukemia-associated IDH1 and IDH2 mutations is a neomorphic enzyme activity converting alpha-ketoglutarate to 2-hydroxyglutarate. Cancer Cell.

[10] Xu W (2011). Oncometabolite 2-hydroxyglutarate is a competitive inhibitor of α-ketoglutarate-dependent dioxygenases. Cancer Cell.

[11] Brat DJ, Cancer Genome Atlas Research Network (2015). Comprehensive, integrative genomic analysis of diffuse lower-grade gliomas. N. Engl. J. Med..

[12] Losman JA, Kaelin WG (2013). What a difference a hydroxyl makes: mutant IDH, (*R*)-2-hydroxyglutarate, and cancer. Genes Dev..

[13] Noushmehr H (2010). Identification of a CpG island methylator phenotype that defines a distinct subgroup of glioma. Cancer Cell.

[14] Turcan S (2012). IDH1 mutation is sufficient to establish the glioma hypermethylator phenotype. Nature.

[15] TIBSOVO (ivosidenib). *Highlights of Prescribing Information* (Servier Pharmaceuticals LLC, 2022).

[16] Mellinghoff IK (2020). Ivosidenib in isocitrate dehydrogenase 1-mutated advanced glioma. J. Clin. Oncol..

[17] Tap WD (2020). Phase I study of the mutant IDH1 inhibitor ivosidenib: safety and clinical activity in patients with advanced chondrosarcoma. J. Clin. Oncol..

[18] Konteatis Z (2020). Vorasidenib (AG-881): a first-in-class, brain-penetrant dual inhibitor of mutant IDH1 and 2 for treatment of glioma. ACS Med. Chem. Lett..

[19] Mellinghoff IK (2021). Vorasidenib, a dual inhibitor of mutant IDH1/2, in recurrent or progressive glioma; results of a first-in-human phase I trial. Clin. Cancer Res..

[20] Popovici-Muller J (2018). Discovery of AG-120 (ivosidenib): a first-in-class mutant IDH1 inhibitor for the treatment of IDH1 mutant cancers. ACS Med. Chem. Lett..

[21] Liberzon A (2011). Molecular signatures database (MSigDB) 3.0. Bioinformatics.

[22] Verhaak RG (2010). Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell.

[23] Figueroa ME (2010). Leukemic IDH1 and IDH2 mutations result in a hypermethylation phenotype, disrupt TET2 function, and impair hematopoietic differentiation. Cancer Cell.

[24] Lu C (2012). IDH mutation impairs histone demethylation and results in a block to cell differentiation. Nature.

[25] Saha SK (2014). Mutant IDH inhibits HNF-4α to block hepatocyte differentiation and promote biliary cancer. Nature.

[26] Rohle D (2013). An inhibitor of mutant IDH1 delays growth and promotes differentiation of glioma cells. Science.

[27] Wang F (2013). Targeted inhibition of mutant IDH2 in leukemia cells induces cellular differentiation. Science.

[28] Losman JA (2013). (*R*)-2-Hydroxyglutarate is sufficient to promote leukemogenesis and its effects are reversible. Science.

[29] DiNardo CD (2021). Enasidenib plus azacitidine versus azacitidine alone in patients with newly diagnosed, mutant-IDH2 acute myeloid leukaemia (AG221-AML-005): a single-arm, phase 1b and randomised, phase 2 trial. Lancet Oncol..

[30] Montesinos P (2022). Ivosidenib and azacitidine in IDH1-mutated acute myeloid leukemia. N. Engl. J. Med..

[31] Kohanbash G (2017). Isocitrate dehydrogenase mutations suppress STAT1 and CD8+ T cell accumulation in gliomas. J. Clin. Invest..

[32] Bunse L (2018). Suppression of antitumor T cell immunity by the oncometabolite (*R*)-2-hydroxyglutarate. Nat. Med..

[33] Common Terminology Criteria for Adverse Events (CTCAE), v.4.03. *National Cancer Institute*https://ctep.cancer.gov/protocolDevelopment/electronic_applications/ctc.htm (2006).

[34] van den Bent MJ (2011). Response assessment in neuro-oncology (a report of the RANO group): assessment of outcome in trials of diffuse low-grade gliomas. Lancet Oncol..

[35] Zerbino DR (2018). Ensembl 2018. Nucleic Acids Res..

[36] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[37] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[38] Pertea M (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[39] Gentleman, R. et al. *R: A Language and Environment for Statistical Computing* (R Core Team, 2021); https://www.r-project.org

[40] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[41] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B Stat. Methodol..

[42] Zhu A, Ibrahim JG, Love MI (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

[43] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[44] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[45] Korotkevich, G. et al. Fast gene set enrichment analysis. Preprint at *bioRxiv*10.1101/060012 (2021).

[46] Kolde, R. pheatmap: pretty heatmaps. R version 1.0.12 https://CRAN.R-project.org/package=pheatmap (2019).

[47] Pedano, N. et al. Radiology data from The Cancer Genome Atlas Low Grade Glioma [TCGA-LGG] collection. *The Cancer Imaging Archive* (2015); https://www.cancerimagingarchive.net/

[48] *The Cancer Genome Atlas Program* (National Cancer Institute at the National Institutes of Health, accessed 11 February 2022); http://cancergenome.nih.gov

[49] Robinson MD, McCarthy DJ, Smyth G (2010). K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[50] Viele K (2014). Use of historical control data for assessing treatment effects in clinical trials. Pharm. Stat..

[51] Plummer, M. JAGS: a program for analysis of Bayesian graphical models using Gibbs sampling. In *Proc. of the 3rd International Workshop on Distributed Statistical Computing* (Hornik, K. et al eds) March 20-22, 2003, Vienna, Austria; https://www.r-project.org/conferences/DSC-2003/Proceedings/Plummer.pdf

How the deposited data were processed for this re-analysis (not part of the article)

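RNA expression was measured in 41 samples resected in the trial of IDH1-mutant glioma, each taken as 1 tumor, of which 21 were labelled ivosidenib and 20 vorasidenib. The labels give no dose, histology, 2-HG concentration, response or treatment before surgery, so the paper's regressions on 2-HG and its comparison of response groups were not repeated. The expression of the pathways it names was described instead as it varied across the same tumors.

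The authors deposited gene counts for the whole series and TPM per tumor. By the paper's methods and the submitters' processing notes, reads were aligned to GRCh38 with HISAT2 2.0.5, sorted with SAMtools 1.4 and assigned to RefSeq genes with StringTie 1.3.3b and its script for gene counts. These counts are derived from read coverage, and the text of the paper does not say whether the library marks strand, so values of genes that overlap on opposite strands are uncertain. The deposited TPM values are divided by gene length and sum to the same total in each tumor. Where a TPM table lists a gene more than once, its values were summed. All 41 count columns correlated best with the TPM table of their own tumor. No pair of the 820 pairs of tumors had counts closer than sampling noise, as the lowest mean chi-square per gene between 2 tumors was 105. All coordinates are those of the deposited tables. The RNA had been enriched with exome probes, so the level of a gene also depends on its probes.

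Total counts per tumor had a median of 49565235, with their range by drug given where the data are introduced. At this depth counting error weighs most on T, NK and B cell genes, whose median was below 1 CPM. Entries of rRNA took 1.51% of all counts, and no gene took more than 2.88% of a tumor's counts. XIST, TSIX and the genes of chromosome Y, 145 in number, were left out throughout.

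In R 4.3.3, edgeR 4.0.16 kept 17190 genes with filterByExpr, and TMM factors ran from 0.876 to 1.14. Values are CPM, and log2 CPM with a prior count of 2. A list score is the mean z-score over the list's genes. Pearson's r and Spearman's rho between scores were tested by 2-sided permutation with 100000 resamples, or 10000 for the genes of the heat map and for other settings (2000 with each tumor left out), with Benjamini-Hochberg adjustment over the 14 pairs or the 95 relations. Whether a list varies together was judged by the median rho between its members against 10000 random lists matched on mean expression. Arm scores of 1p (948 genes) and 19q (657 genes) are the arm's mean z-score less that of the other autosomal genes, and a normal mixture of 2 components on their sum gave the groups of 22 and 19 tumors. The fit of 2 components improved the Bayesian information criterion by 33.5 over 1 component, against at most 2.44 for any gene list score. Samples labelled with the 2 drugs were compared with edgeR's quasi-likelihood test at an adjusted p under 0.05, and gene lists with camera and fry of limma 3.58.1 on voom values. DESeq2 1.42.0 gave the VST values of the clustering and an alternative test, and sva 3.50.0 a surrogate variable. Scores were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures with matplotlib 3.10.9.

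The steps were tested on simulated data first. In counts simulated for the comparison of the 2 drugs over 17190 genes, edgeR recovered 34.3% of genes changed 1.5-fold, 67.2% of those changed 2-fold and 95.5% of those changed 4-fold, with 5 unchanged genes called. In 50 simulated sets of list scores with a planted correlation of -0.6, the median recovered r was -0.59, and 0 of 50 sets passed the test for a pair without a planted relation. Simulated members without a planted relation had a median rho of -0.00131 between them, unlike most lists of the real data. The 0 of 50 therefore does not give the rate of false calls for lists that vary together.

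The genes named in the text were chosen by a rule fixed before the data were examined: the genes the paper names or shows in Fig. 2f and its antibody targets, of each gene list the 4 most abundant members and the 2 with the largest SD, the 10 most variable genes with a mean of at least 10 CPM, and for the comparison of drugs the 5 genes with the smallest p in each direction if fewer than 5 passed. The SD rule took list members with a mean of at least 1 CPM. The levels of some genes that the rule names are not reported here. Alternatives covered the correlation measure, the use of TPM with a pseudocount of 1 or 0.1, DESeq2 scaling, filters on low counts, each drug alone, left-out tumors, and scores of neurons, microglia, total counts and 1p and 19q as covariates.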

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

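No test in this part was chosen only after the result was seen, apart from the correlations within the groups of lower and higher 1p and 19q expression.

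The correlation between myelin and G2M scores differed between the drugs in direction. It was -0.465 in the 21 samples labelled ivosidenib and 0.245 in the 20 labelled vorasidenib, a difference of 0.71 (two-sided permutation of the drug labels, p = 0.0199). Over the 14 pairs of lists the adjusted p was 0.279, so the difference fails the correction. No biological explanation was tested.

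Genes of 1p and 19q gave a signal that the paper does not report from RNA: 22 samples had lower and 19 higher expression of both arms, with medians lower by a log2 difference of -0.678 on 1p and -0.502 on 19q. The lower group held 11 samples of each drug (Fisher's exact test, two-sided p = 1.0). The correlation between the arms was 0.891 over all samples, 0.619 within the lower and 0.0463 within the higher group. The groups were formed on the sum of the 2 arm scores. The median differences and the correlations within groups are therefore not independent of the grouping. The histology of the samples is not in the labels, and no sample was assigned one.

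Type I IFN-stimulated genes varied together between tumors, and 3 technical or cellular sources were tested. Total counts argue against depth as the source, since the score correlated with them at r = -0.163 (permutation p = 0.308). With each gene adjusted for the microglia and macrophage score, the median rho between members was 0.278, above the upper end of the random range, 0.0307, for lists adjusted alike. Adjustment for T and NK cell genes left 0.36 against 0.0289. Neither marker score accounts for the whole pattern, but a fall from 0.397 is seen with both. A score measures cell content imperfectly, and the T and NK cell score rests on 11 genes at a median of 0.546 CPM. Cell content that the scores do not capture therefore stays open as a source. The paper associates higher IFN pathway expression with low 2-HG. Whether 2-HG accounts for this joint variation was not tested, since 2-HG concentrations were not analysed here.

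Proneural and mesenchymal scores ran in opposite directions over all tumors. Neuron content as the source is argued against by the partial r given the neuron score, which was -0.489. Microglia and macrophage content stays open: given that score, the partial r was -0.23 (permutation p = 0.154), which neither removes the relation nor keeps it past the test, so that this content and a change in the tumor cells cannot be told apart. Total counts per sample stay open as well, since the partial r given them was -0.258 (adjusted permutation p = 0.136). Given the 1p and 19q score, little of the relation was left, with a partial r of -0.0483 (permutation p = 0.765). Within the groups of lower and higher arm expression, r was -0.165 and -0.0165. A difference between tumors of lower and higher arm expression may therefore account for the relation. An opposition of the 2 scores within these groups is not shown. The values given total counts and given the 1p and 19q score came from alternatives set beforehand, without a written prediction.

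The comparison of the drugs called 0 of 17190 genes with edgeR's quasi-likelihood test, and 2160 genes had an unadjusted p under 0.05. Since the labelled split called 0 genes, all 100 of 100 splits of the samples into groups of 21 and 20 had to give at least as many, and the count of splits decides nothing about chance. The highest count of the other splits was 230 and the next 175, while 19 splits called any gene and 3 called over 20. The splits with many genes may reflect a structure of the samples, a few far samples or false calls, which were not tested against each other.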

How the results depend on the processing

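The values within the groups of lower and higher 1p and 19q expression, and the comparison of drugs over shared numbers without a block, were chosen after seeing the data. All other settings were fixed before. The cause of a change was not tested unless stated.

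Of 248 values of list correlations under other settings, 204 kept their direction and their side of the threshold on the adjusted permutation p, 35 no longer passed, 5 newly passed and 4 changed direction. MHC class I with type I IFN genes (0.513 to 0.808), MHC class II with microglia genes (0.746 to 0.962) and mesenchymal with microglia genes (0.764 to 0.874) passed under every setting run. No setting tested whether the MHC class II or mesenchymal genes and the microglia genes were expressed by the same cells. DESeq2 scaling, no filter, a minimum of 5 CPM and median scores changed no call. At that minimum the T and NK cell list had no member and gave no value, and the partial r given microglia genes was not run for MHC class II or mesenchymal with microglia genes.

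With rho, MHC class I and T and NK cell genes (0.328) and myelin and proneural genes (-0.334) no longer passed. With log2(TPM + 1), proneural with mesenchymal (-0.317) and myelin with proneural genes (-0.323) no longer passed, and oxidative phosphorylation with G2M genes newly passed (-0.354). With log2(TPM + 0.1) these values were -0.313, -0.3 and -0.357. Without the 2 farthest tumors, MHC class I with T and NK cell genes fell to 0.25.

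In fewer samples 4 pairs no longer passed. For ivosidenib alone the values were -0.354 for proneural with mesenchymal, 0.394 for type I IFN with T and NK cell, 0.228 for MHC class I with T and NK cell and -0.384 for myelin with proneural genes. For vorasidenib alone they were -0.506, 0.448, 0.436 and -0.459, and myelin with G2M genes changed direction (0.245). At lower 1p and 19q expression they were -0.165, 0.469, 0.344 and, reversed, 0.153, and at higher expression -0.0165, 0.347, 0.396 and -0.456. Proneural with stem genes no longer passed at lower expression (0.283). Oxidative phosphorylation with G2M genes reversed at lower (0.0581) and newly passed at higher expression (-0.538), as did myelin with G2M genes (-0.544).

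Given the 1p and 19q score, proneural with mesenchymal (-0.0483) and myelin with proneural genes (-0.229) no longer passed. Given the neuron score, myelin with proneural genes no longer passed (-0.306) and proneural with G2M genes reversed (-0.00607). Given the microglia score, the values no longer passing were -0.23 for proneural with mesenchymal, 0.0977 for type I IFN with T and NK cell, 0.0907 for MHC class I with T and NK cell, 0.127 for mesenchymal with type I IFN and -0.283 for myelin with proneural genes. Given total counts, proneural with mesenchymal genes no longer passed (-0.258, adjusted p = 0.136).

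With each tumor left out, proneural with mesenchymal genes ran from -0.461 to -0.277, MHC class I with T and NK cell genes from 0.289 to 0.435, myelin with proneural genes from -0.446 to -0.308 and oxidative phosphorylation with G2M genes from -0.384 to -0.0727, each changing its side of the threshold for some tumor.

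All 66 values of variation within lists under other settings stayed on their side of the random range, and the 1p and 19q groups held 22 and 19 samples under both alternatives. The smaller cluster of the heat map genes held 17 samples with Ward linkage, 18 with 1 minus Pearson's r and 10 on the type I IFN list.

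For the drugs, DESeq2 called 9 genes, all lower with vorasidenib, among them SUZ12P1 (-0.45), TSC1 (-0.46) and FKBP11 (-0.74). Without a filter on low counts 3 genes were called, named here after their values were seen: INS-IGF2, ARMCX5-GPRASP2 and GC, each with a median of 0 CPM. All 41 fits with a sample left out called 0 genes, as did a stricter filter, limma on TPM and the covariates.

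Of 92 values of gene lists between the drugs, 70 stayed, 17 no longer passed, 3 newly passed and 2 reversed. The 8 lists that passed camera with a preset correlation no longer passed with an estimated one (adjusted p = 0.731 for each). They did not pass fry either, which asks whether a list changes at all, while camera asks whether it changes more than other genes. By fry the adjusted p was 0.682 for type I IFN, 0.669 for G2M, 0.396 for stem and astrocyte genes, and 0.579 for IFN-γ, MHC class I, microglia and oxidative phosphorylation genes. With the 1p and 19q score as a covariate, type I IFN genes no longer passed (0.0664) and proneural genes newly passed (0.0191).

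The sample titles share 17 numbers between the drugs. Of these pairs, 6 correlated above 0.1 in their deviations from the group means, with a median r of 0.0248, and 0 samples correlated best with their own number, so the numbers do not pair the samples. With the number as a block over these samples 0 genes were called, and without it 1 gene, NRP2 (log2 fold change 1.05, adjusted p = 0.0363 from edgeR), named after its value was seen. In the block fit, which also leaves out the samples whose number is in 1 group only, S phase genes (0.0134) and the heat map genes (0.0237) newly passed camera with the preset correlation, and neuron genes (0.441) and antibody targets (0.759) reversed without passing. The lists were not tested over these samples without the block, so the changes cannot be put down to it. With an estimated correlation over all samples, the adjusted p of S phase and heat map genes was 0.731.

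The T and NK cell list and the B cell list had the lowest median levels, 0.546 and 0.217 CPM, where counting error is largest. Given total counts, type I IFN with T and NK cell genes still passed (partial r = 0.409).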

Differences from the paper's values

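The paper's legend of Fig. 2f gives clusters of 30 and 11 tumors, both the paper's values. On the 19 genes named in the figure, the smaller cluster held 5 tumors here. The gene names were read from the figure. Of the alternatives set before the data were examined, clustering on the type I IFN list gave 10, within 1.5 times the paper's number. Log2 CPM (5), log2(TPM + 1) (4), average linkage (5), Ward linkage (17), 1 minus Pearson's r (18), the genes without HLA (5) and each gene left out (4 to 5) did not.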

Other observations

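No test in this part was chosen only after the result was seen, apart from the sums over overlapping genes, the correlations of MKI67 and the tally of the paper's Hallmark tables.

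Between the drugs, no gene passed edgeR's test. The genes with the smallest p, none passing, were NRP2, a semaphorin receptor, with a log2 fold change of 0.80 (vorasidenib minus ivosidenib, SE 0.19, adjusted p = 0.244), and RPN2 (0.45), EPHX1 (0.64), CNGA3 (1.42) and MAGT1 (0.58) among those higher. Among those lower were MUC5B, a mucin, at -3.29 (SE 0.72, adjusted p = 0.244; -3.42 to -0.3 over the alternatives), TOB1 (-2.53; -2.71 to -0.77), SUZ12P1 (-0.43), TSC1 (-0.44) and FKBP11 (-0.71).

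By camera with a preset correlation, 8 of 23 lists passed, but none with an estimated correlation. Oxidative phosphorylation genes were higher with vorasidenib (38 of 43 members, adjusted p = 5.66e-05), as were microglia (19 of 20, 0.00019), astrocyte (13 of 16, 0.000265), stem (16 of 19, 0.000771), IFN-γ (14 of 19, 0.0106), MHC class I (15 of 17, 0.0106) and type I IFN genes (39 of 50, 0.044). G2M genes were lower (45 of 53, 0.000265), at a median log2 fold change of -0.55. The highest G2M scores, 2.198 and 1.412, belonged to tumors labelled ivosidenib. Whether such tumors carry this fold change was not tested. Adjusted over the list alone, 1 stem and 1 astrocyte gene were higher. Neuron genes had a median of -0.85, lower in 20 of 20, while camera gave the direction as higher (p = 0.745).

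Other lists also varied together. The median rho between members was 0.837 for neuron, 0.803 for microglia and macrophage, 0.48 for MHC class I, 0.774 for MHC class II, 0.542 for T and NK cell, 0.44 for endothelial and pericyte, 0.642 for oxidative phosphorylation, 0.288 for S phase, 0.18 for stem, 0.532 for immediate early and heat shock, 0.927 for red blood cell and 0.511 for the heat map genes, each above its random range. B and plasma cell genes (0.385) and the antibody targets (0.191) lay inside it.

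MKI67 RNA correlated with CD8A RNA at r = -0.36 (permutation p = 0.0207, adjusted over 3 relations 0.0621) and rho = -0.366 (p = 0.0192, adjusted 0.0576), which fails the correction. Without the 2 farthest samples r was -0.342, and it was -0.469 and -0.44 in the groups of lower and higher 1p and 19q expression. With CD3E r was 0.133 (permutation p = 0.41, adjusted 0.525; rho = 0.113, p = 0.479, adjusted 0.579; 0.225 without the 2 farthest), and with CD247 it was 0.102 (permutation p = 0.525, adjusted 0.525; rho = 0.0889, p = 0.579, adjusted 0.579; 0.0155 without them).

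The 10 most variable of 10643 genes with a mean of at least 10 CPM were RGPD6 (SD of log2 CPM 4.65), BCL2L2-PABPN1 (4.20), LRRN3 (4.16), ARMCX3 (3.92), ZHX2 (3.82), ZNF322 (3.73), ZNF518B (3.63), EGLN2 (3.55), FAM110B (3.46) and IRX1 (3.35). On another scale, log2 of CPM + 0.1, the SD of the gene alone and of its sum with the genes it overlaps went from 3.57 to 0.29 for BCL2L2-PABPN1, from 3.02 to 0.74 for EGLN2 and from 3.88 to 1.55 for LRRN3. The r with an overlapped gene was 0.0496 for BCL2L2-PABPN1 with BCL2L2, -0.52 for EGLN2 with RAB4B-EGLN2 and 0.281 for LRRN3 with IMMP2L. Whether reads were divided differently between overlapping genes was not tested.

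The paper's Hallmark tables give scores and adjusted p-values for 50 sets, which were tallied here at the paper's adjusted p under 0.05. By this tally 13 sets rose and 7 fell with 2-HG suppression, and 26 rose and 6 fell with tumor regression. Of these, 7 rose with both and 3 fell with both. The IFN-α set rose with 2-HG suppression and fell with regression (the paper's normalized enrichment scores -2.0 and -1.51, whose signs run opposite ways in the 2 tables), and the TGF-β signaling set fell with 2-HG suppression and rose with regression (the paper's scores 1.51 and 1.73).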
